A study of Mus musculus with 20 samples. Its data were reported in "GDF8 inhibition enhances musculoskeletal recovery and mitigates posttraumatic osteoarthritis following joint injury" (2023).

How the data were processed

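RNA-seq libraries of mouse quadriceps muscle, 20 in all, were taken as deposited. GEO's sample labels placed 5 libraries in each of 4 groups: placebo antibody (PLA Ab) or antibody against GDF8 (GDF8 Ab), each with a non-injured control limb and a limb with anterior cruciate ligament transection (ACLT), 7 days after injury. The labels number the libraries 1 to 5 within each group but do not say that a number is a mouse, and they give neither sex nor batch. According to the study each mouse was operated on in a single limb and its other limb was the control. Sex-linked expression matched in 10 of 10 same-numbered sets of limbs, the deviations of 9 of 10 sets from their group means correlated at r above 0.1 (0.0387 to 0.625), and 13 of 20 libraries correlated best with their own number. Under PLA Ab, control libraries 2, 4 and 5 correlated better with another number (r = 0.121, 0.52 and 0.343) than with their own (0.0387, 0.264 and 0.296). Under GDF8 Ab this held for control library 5 alone (0.214 against 0.135). Same-numbered limbs under the same antibody were taken as those of a single mouse, on the study's design and this check, which is weaker under PLA Ab. Values with the mouse as a block stand beside the reported results whose call they change or whose count they move by more than 1.5 times.

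The deposited values are CPM, counts scaled to a library total of 1e+06, made by the authors with STAR 2.7.3a and Partek and listed for 17415 genes. The labels also name DESeq2 as a tool of the authors. The values of each library were checked to add up to that total. The value of a single read was read from the smallest steps between values, and its inverse gave depths of 15.6 to 24.2 per library in units of 1e+06 reads. Between 39% and 76% of the values in a library lay within 0.02 of a whole number of reads, so whole read counts were not recovered and no count model was fitted. A floor of 3 reads corresponds to 0.124 to 0.192 CPM, depending on the library. Floors of this kind cover counting error only, because reads without molecular identifiers are not independent molecules. Gene coordinates are those of the deposited table. The labels name both mm10 and mm39 without saying which applies, and the coordinates are not those of GRCm38, which mm10 denotes.

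Genes with at least 10 CPM in at least 5 of the 20 libraries were tested, which left 7937 genes. A gene can reach this filter through a single group of 5 libraries, as Cd68 did through PLA Ab ACLT. For such genes the filter favours calls in which that group is high. limma 3.58.1 in R 4.3.3 was fitted to log2(CPM + 1) with 4 group means, a mean-variance trend and no covariate. A single fit of all 20 libraries gave 5 comparisons: ACLT against control with PLA Ab, ACLT against control with GDF8 Ab, GDF8 Ab against PLA Ab in the ACLT limb, GDF8 Ab against PLA Ab in the control limb, and the interaction of antibody and injury. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within a comparison. Log2 fold changes are fitted values with the standard error (SE) of the fit, and group levels are arithmetic means of CPM with the standard deviation (SD) over 5 libraries.

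Before the data were examined, 32 gene lists, the tests, the samples in each test and the rule for naming genes were fixed. The lists covered matrix and fibrosis genes (fibrillar and network collagens, collagen processing and matricellular proteins, matrix proteases, fibroblast and fibro-adipogenic progenitor markers, myofibroblast genes, TGF-beta targets), the myostatin pathway, markers of other cells (macrophage, neutrophil, lymphocyte, endothelial, adipocyte, tendon with cartilage and bone, Schwann, erythroid), muscle state (satellite cell and regeneration, denervation, slow fibre, fast fibre, atrophy, immediate early genes), metabolism (tricarboxylic acid cycle, respiratory chain, branched-chain amino acid catabolism, fatty acid oxidation, glycolysis), protein turnover (cytosolic and mitochondrial ribosomal proteins, proteasome), and interferon, cell cycle and stress genes. Lists chosen because the study text names their pathway or genes were marked as chosen from the study text and are not independent evidence of a direction. The myostatin pathway, satellite cell and cell cycle lists were chosen for the tissue and carry no such mark, although the study text mentions these subjects outside its account of these libraries. At least 2 tested members were needed, which 29 lists had. Each list was tested in each comparison with camera at a preset correlation between genes of 0.01, again with an estimated correlation, and with fry, and p was adjusted over all 145 tests. camera compares the members with all other tested genes. fry tests whether the members move, on balance, in a single direction, and does not compare them with other genes. A list score per library was the mean over tested members of log2(CPM + 1) minus the PLA Ab control mean of each gene. Scores were compared with a two-sided exact permutation test over all 252 arrangements, for which the smallest p is 0.00794.

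The naming rule had 3 parts. In each comparison it took the 6 genes with the largest increase and the 6 with the largest decrease among called genes with a mean of at least 50 CPM and no predicted gene name. It added the 3 members with the smallest p that passed the threshold from each of up to 10 lists with a camera adjusted p under 0.05. It added Mstn, Postn, Lox, Acta2, Homer2, Nr4a3, Trim63, Fbxo32, Col1a1 and Col3a1 whatever their values. A further set of genes named in the text (Spp1, Ctss, Fos, Fosb, Myog, Mymk, Chrng, Mki67, Top2a, Mt2 and Adipoq) was chosen after the values were seen in those comparisons where the rule did not take them, as were single members named beside a list's count.

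The alternatives tried were pseudocounts of 0.5 and 10, all genes above 0 or only those with a mean of at least 50 CPM, median-of-ratios factors, trimmed-mean factors and quantile normalization, only the libraries of the groups compared, robust and trend-free empirical Bayes, library weights, the mouse as a random or fixed block (for the comparisons of antibodies the fixed block was the bare number), a sex-linked expression score as a covariate, and each library left out in turn. A filter of at least 1 CPM in 5 libraries (13502 genes), the 14 libraries with Xist and without Y-linked expression, and leaving out PLA Ab ACLT libraries 4 and 5 together were added after seeing the data. Other splits of the 10 libraries of a comparison were drawn 100 at a time, the real split included, and for both injury comparisons the 16 splits that part the limbs of every mouse were run as well. The fit was tested on simulated data with 200 changed genes in 7937. At a log2 change of 1 it recovered between 71% and 91% of them in the 5 comparisons when every group had the same spread. With each group's own spread, 80 of 270 calls were false for ACLT with PLA Ab and 93 of 286 for the ACLT limb. The 16 repeated gene names were kept as separate genes, and tests that need whole reads were left out because read counts were not recovered. Figures were drawn with matplotlib 3.10.9 from tables prepared with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.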

Results

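RNA-seq measured gene expression in quadriceps muscle of mice 7 days after anterior cruciate ligament transection (ACLT), a surgical knee injury. Mice had received an antibody against GDF8 (GDF8 Ab) or a placebo antibody (PLA Ab). GDF8, also called myostatin and encoded by Mstn, is a TGF-beta family protein that restrains muscle growth. The 20 libraries formed 4 groups of 5, from the ACLT limb and the non-injured control limb under each antibody. The depths read from the values, in units of 1e+06 reads, were 23.6, 21.0, 21.6, 15.6 and 24.2 in PLA Ab control libraries 1 to 5 and 20.3, 20.3, 21.6, 21.1 and 21.4 in the PLA Ab ACLT libraries. They were 24.0, 23.0, 21.8, 23.4 and 20.5 in the GDF8 Ab control libraries and 19.2, 23.1, 22.5, 21.5 and 21.2 in the GDF8 Ab ACLT libraries. Values are CPM, read counts scaled to a library total of 1e+06. Each library had between 16785 and 17313 genes above 0, and 7937 genes were tested.

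The libraries of the PLA Ab ACLT group differed most from each other. The first principal component of the tested genes held 58.5% of the variance, and PLA Ab ACLT libraries 5, 4 and 2 stood farthest out on it, at 77.2, 56.6 and 29.9. Y-linked genes were expressed in 6 libraries, which were PLA Ab libraries 1 and 3 and GDF8 Ab library 3 in both limbs. The mean of 4 Y-linked genes was 30.8 CPM or more in these 6 and at most 0.403 CPM in the other 14, which expressed Xist, the RNA of the inactive X chromosome, and are called libraries without Y-linked expression.

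The comparison of ACLT with control limbs under PLA Ab asks how the muscle responds to the injury without GDF8 blockade. In these mice, genes of the extracellular matrix, of macrophages and of muscle regeneration rose. Postn, which encodes the matricellular protein periostin, rose from 4.17 ± 1.79 to 1253 ± 1316 CPM (SD, n = 5 per group), a log2 fold change of 6.49 ± 1.04 (SE, adjusted p = 0.00132). Gpnmb, a gene of activated macrophages, rose from 2.40 ± 0.82 to 70.2 ± 43.8 CPM (log2 fold change 4.20 ± 0.34, adjusted p = 9.72e-07). Myh3, the embryonic myosin heavy chain of newly formed fibres, rose from 8.06 ± 2.89 to 389 ± 338 CPM (log2 fold change 4.63 ± 0.68, adjusted p = 0.000774). For each of these 3 genes all 5 ACLT libraries lay above all 5 control libraries. Chance arrangements that ignore the pairing of limbs give this in either direction for 0.79% of genes. The naming rule took Gpnmb and Myh3 by their p or change in these same data, so that share is not the chance for them.

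All 17 tested members of the fibrillar and network collagen list rose, and the count was also 17 adjusted over the list alone. This list was chosen from the study text, so the count is not independent evidence of its direction. Col1a1, a chain of type I collagen, rose from 60.9 ± 19.9 to 2690 ± 2928 CPM (log2 fold change 4.40 ± 0.80, adjusted p = 0.0028), with 5 of 5 ACLT libraries above every control library. Col3a1, Col5a1 and Col12a1 rose by log2 fold changes of 3.74, 3.57 and 3.78. The median of the list was 2.87, or 2.75 above the median of all tested genes (camera adjusted p = 1.91e-09, but adjusted p = 0.575 with an estimated correlation). Of 25 genes for collagen processing, cross-linking and matricellular proteins, 20 rose and 5 did not pass the test (23 rose adjusted over the list alone), in a list also chosen from the study text and not independent evidence. Among them were Postn, Tnc (tenascin C, log2 fold change 4.53), Bgn (biglycan, 2.95), Fbn1 (fibrillin 1, 2.44) and Lox. Lox, the lysyl oxidase that cross-links collagen, rose from 7.05 ± 2.38 to 189 ± 217 CPM (log2 fold change 3.52 ± 0.71, adjusted p = 0.00475) with 5 of 5 libraries above the controls. The list's median was 1.86 (camera adjusted p = 9.3e-09, adjusted p = 0.606 with an estimated correlation). Acta2, the smooth muscle actin of myofibroblasts, rose from 15.5 ± 4.15 to 128 ± 135 CPM (log2 fold change 2.32 ± 0.50, adjusted p = 0.00612) in 5 of 5 libraries. C1qtnf3, a secreted C1q-like protein, rose by a log2 fold change of 5.06 ± 0.93 (adjusted p = 0.00321) in 5 of 5 libraries.

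Other lists chosen from the study text moved the same way. Their counts are not independent evidence. Of 7 tested myofibroblast and smooth muscle genes 5 rose (5 adjusted over the list alone), of 10 matrix proteases and inhibitors 7 (8 adjusted over the list alone), of 7 TGF-beta and SMAD2/3 targets 4 (7 adjusted over the list alone), and of 10 fibroblast and fibro-adipogenic progenitor markers 4 (6 adjusted over the list alone). Their medians were 0.81, 1.5, 1.38 and 0.66, with camera adjusted p = 0.0274, 0.00172, 0.00853 and 0.024. With an estimated correlation, adjusted p = 0.606 for each of the first 3 and adjusted p = 0.686 for the progenitor markers.

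Macrophage and monocyte markers, a list not chosen from the study text, rose in 10 of 10 tested members, also adjusted over the list alone, with a median of 3.16, or 3.05 above that of all tested genes (camera adjusted p = 6.71e-11, adjusted p = 0.552 with an estimated correlation). The list holds 16 markers, and the others did not reach the filter. For markers that reached it through the PLA Ab ACLT group, as Cd68 did, the filter favours a rise here. The count is thus not independent of the filter. Lyz2, the lysozyme of myeloid cells, rose from 27.6 ± 11.3 to 451 ± 358 CPM (log2 fold change 3.69 ± 0.47, adjusted p = 0.000235), and Cd68, a lysosomal protein of macrophages, from 1.54 ± 0.52 to 30.3 ± 23.3 CPM (log2 fold change 3.34 ± 0.39, adjusted p = 8.9e-05), each in 5 of 5 libraries. Of the 12 neutrophil and 12 lymphocyte markers none reached the filter, so neither list was tested. Satellite cell and regeneration genes rose in 5 of 7 members (7 adjusted over the list alone; median 2.77, camera adjusted p = 0.000227, adjusted p = 0.575 with an estimated correlation). Myog, the transcription factor of muscle differentiation, rose from 4.68 ± 1.48 to 60.7 ± 51.9 CPM (log2 fold change 2.97 ± 0.54, adjusted p = 0.0028) in 5 of 5 libraries. Immediate early and exercise-responsive genes, chosen from the study text and not independent evidence, rose in 7 of 11 members (8 adjusted over the list alone, median 1.84, camera adjusted p = 0.00206, adjusted p = 0.606 with an estimated correlation). Fos, an AP-1 transcription factor subunit, rose from 4.59 ± 2.35 to 64.5 ± 36.2 CPM (log2 fold change 3.48 ± 0.54, adjusted p = 0.000966) in 5 of 5 libraries. Cytosolic ribosomal protein genes rose in 15 of 74 members (45 adjusted over the list alone), with a median of 0.39 (camera adjusted p = 7.52e-07, adjusted p = 0.726 with an estimated correlation). Rpl3, with a log2 fold change of 1.61 ± 0.35 (adjusted p = 0.00622), exceeded Rps9, at 0.47. This list was chosen from the study text too and is not independent evidence. Its direction differs from the study's, whose pathway analysis placed translation among the pathways that ACLT lowered under placebo.

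Genes of energy metabolism and of the contractile fibre lay lower after ACLT as lists, while almost no member passed the test on its own. The medians were -0.21 for 18 tricarboxylic acid cycle genes, -0.17 for 68 nuclear-encoded respiratory chain genes, -0.22 for 21 branched-chain amino acid catabolism genes, -0.27 for 22 fatty acid oxidation genes, -0.16 for 15 glycolysis genes, -0.21 for 14 fast fibre genes and -0.96 for 10 slow fibre genes. Against the other genes their camera adjusted p ran from 9.14e-13 for the respiratory chain to 0.00145 for the slow fibre list. With an estimated correlation adjusted p = 0.575 for branched-chain amino acid catabolism and was no lower for the other 6. Among the PLA Ab ACLT libraries, 4 and 5 had the lowest scores in 6 of these 7 lists, while library 1 was the lowest for the slow fibre genes at -3.56. In PLA Ab ACLT libraries 1 to 5 the respiratory chain scores were 0.01, 0.11, 0.02, -0.33 and -0.63, and the tricarboxylic acid cycle scores were -0.15, 0.10, -0.02, -0.43 and -0.62. Without those 2 libraries (chosen after seeing the data) the medians were 0.0397 for the respiratory chain, 0.0343 for fast fibre, -0.0208 for tricarboxylic acid cycle, -0.0438 for fatty acid and -0.0352 for glycolysis genes. These 5 lists then no longer passed camera. Aldh6a1, which degrades valine, was the only called member of these 7 lists, with a log2 fold change of -0.40 ± 0.13 (adjusted p = 0.0384, 3 of 5 libraries below every control), and 0 members passed adjusted over the list alone. Mylk2, the myosin light chain kinase of skeletal muscle, fell from 1227 ± 138 to 868 ± 246 CPM (log2 fold change -0.53 ± 0.15, adjusted p = 0.0219, 4 of 5 libraries below every control). Pink1, a kinase that marks damaged mitochondria, fell from 999 ± 157 to 739 ± 114 CPM (log2 fold change -0.43 ± 0.12, adjusted p = 0.020), also in 4 of 5 libraries. Asrgl1, Txlnb, Ccdc85c and E2f6 each had a log2 fold change of -0.43, with adjusted p between 0.00845 and 0.0265. Mitochondrial ribosomal protein genes had a median of -0.03 and 0 of 74 members called.

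Mstn did not pass the test, at 58.2 ± 14.5 CPM in control and 48.0 ± 7.08 CPM in ACLT limbs (log2 fold change -0.24 ± 0.20, adjusted p = 0.39, n = 5). In the myostatin and activin pathway list 2 of 13 members rose (2 adjusted over the list alone), Fstl1 (log2 fold change 2.59) and Tgfbr2 (1.32), with a median of 0.04 and a camera adjusted p = 0.885. Homer2, a scaffold protein, stood at 50.9 ± 18.1 and 29.7 ± 14.6 CPM (log2 fold change -0.82 ± 0.35, adjusted p = 0.0937, but adjusted p = 0.043 with the mouse as a random block), and the ubiquitin ligase genes Trim63 and Fbxo32 had log2 fold changes of 0.20 and -0.07 (adjusted p = 0.427 and 0.872). The endothelial, adipocyte, tendon, Schwann cell, erythroid, proteasome, cell cycle and stress lists did not pass camera, with medians of 0.20, 0.38, 1.09, 0.19, 0.22, 0.07, 0.46 and 0.00. Of these, the endothelial, Schwann cell, erythroid and proteasome medians change sign under another scaling.

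In all, 1471 genes rose and 132 fell of the 7937 tested (limma), 452 of the called genes by 2-fold or more, and 2919 had an unadjusted p under 0.05 where chance gives 396.8. The median of all tested genes was 0.12 under the deposited scaling and -0.14 with median-of-ratios factors, so the balance of higher and lower genes depends on the scaling, with 931 higher and 2079 lower under those factors, while the collagen and macrophage medians stay positive. The count was 613 without PLA Ab ACLT library 4, 746 without library 5, 243 without both (chosen after seeing the data), 2878 without library 1, 2566 without library 3 and 999 without PLA Ab control library 3, and a fit of these 2 groups alone called 16 genes. With the mouse as a random block the count was 2534.

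**Figure D1:**
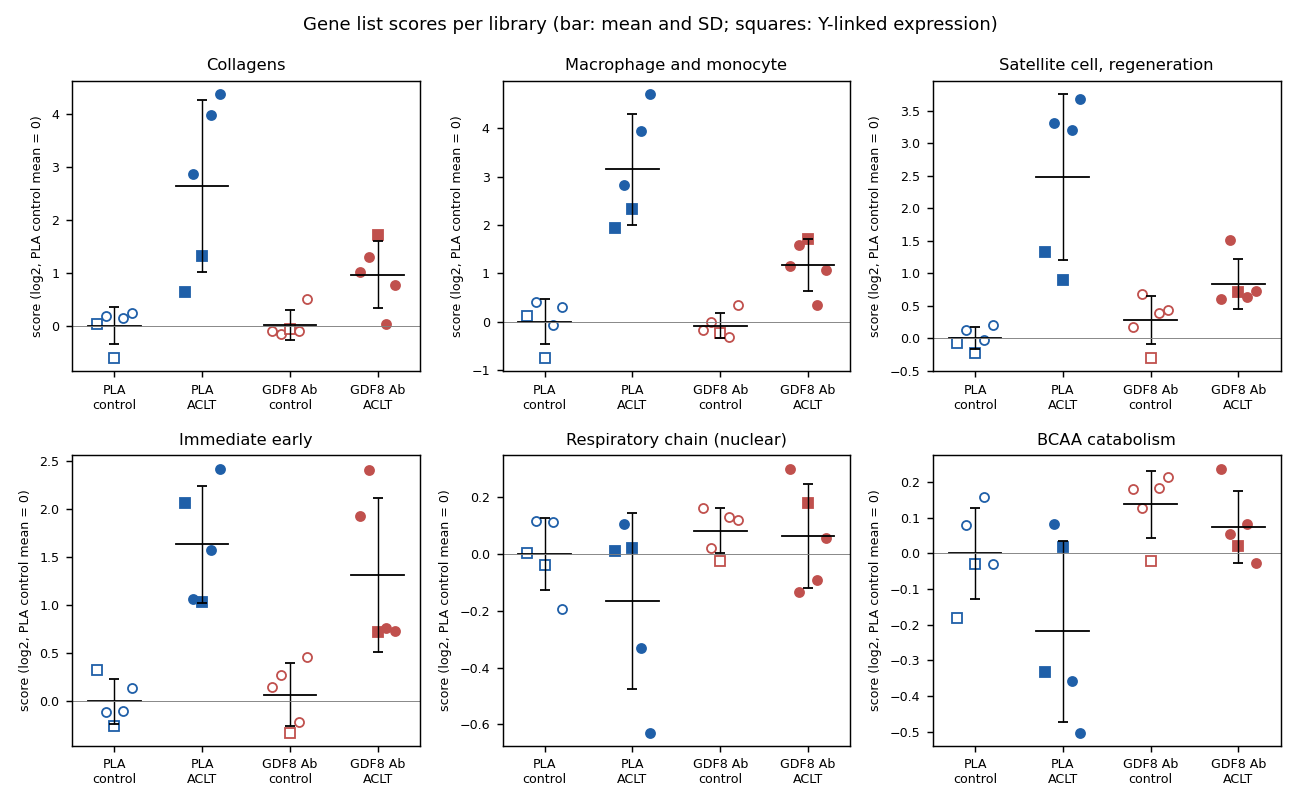
Gene list scores (mean log2 CPM of the members relative to the PLA Ab control mean, vertical axis) for 6 lists in each of the 20 libraries, by group, with bars for the group mean and SD and squares for libraries with Y-linked expression. Collagen scores of the PLA Ab ACLT libraries average 2.64 with an SD of 1.63, against 0.97 and 0.63 in the GDF8 Ab ACLT libraries.

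The comparison of GDF8 Ab with PLA Ab in the ACLT limb asks what the antibody changes in injured muscle. With GDF8 Ab, 8 of 10 macrophage markers, 4 of 7 satellite cell and regeneration genes and 5 of 17 collagens fell, while 4 of 21 genes of branched-chain amino acid catabolism rose. Gpnmb fell from 70.2 ± 43.8 to 10.9 ± 3.87 CPM (n = 5 per group, log2 fold change -2.41 ± 0.34, adjusted p = 0.00638), and Myh3 fell from 389 ± 338 to 14.8 ± 6.26 CPM (log2 fold change -3.90 ± 0.68, adjusted p = 0.021). For both genes 5 of 5 GDF8 Ab libraries lay below every PLA Ab library. Mlf1, a gene of muscle and blood cells, rose from 97.1 ± 21.8 to 159 ± 15.3 CPM (log2 fold change 0.73 ± 0.15, adjusted p = 0.0312), with 5 of 5 GDF8 Ab libraries above every PLA Ab library. Acta2 fell from 128 ± 135 to 20.6 ± 5.04 CPM (log2 fold change -1.93 ± 0.50, adjusted p = 0.0427), with 3 of 5 libraries below every PLA Ab library.

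Of 10 macrophage markers 8 fell and 2 did not pass the test, while 10 fell adjusted over the list alone. For markers that reached the filter through the PLA Ab ACLT group, the filter favours a lower value with GDF8 Ab. The median was -1.88, or -1.74 relative to all tested genes (camera adjusted p = 5.91e-07, adjusted p = 0.575 with an estimated correlation). Cd68 and Lyz2 had log2 fold changes of -2.36 ± 0.39 and -1.93 ± 0.47 (adjusted p = 0.0156 and 0.0359), and Spp1, which encodes osteopontin, fell from 94.7 ± 106 to 4.54 ± 3.93 CPM (adjusted p = 0.021, 5 of 5 libraries). Macrophage scores of the libraries did not overlap between the antibodies (1.17 ± 0.54 with GDF8 Ab, 3.15 ± 1.15 with PLA Ab, n = 5, two-sided exact permutation p = 0.00794, adjusted p = 0.0822), and this p is the smallest the design can give. Of 17 collagens 5 fell, and 15 adjusted over the list alone, a count that is not independent evidence because the list was chosen from the study text. The median was -1.73, or -1.59 relative to all tested genes (camera adjusted p = 6.43e-05, adjusted p = 0.615 with an estimated correlation). Col5a1, Col5a2, Col8a1 and Col6a1 had log2 fold changes of -2.41, -2.27, -2.27 and -1.57 (adjusted p between 0.0445 and 0.049, but between 0.0514 and 0.054 with the mouse as a random block). Col1a1, Col3a1, Lox and Postn did not pass, with log2 fold changes of -2.48 ± 0.80, -2.07 ± 0.66, -2.34 ± 0.71 and -2.86 ± 1.04 and adjusted p = 0.0545, 0.0536, 0.0507 and 0.0709. The study, using DESeq2, reported the rise of Postn and Lox after ACLT as mitigated by its antibody. Collagen scores overlapped between the groups (two-sided exact permutation p = 0.0873 for a difference of -1.67). They were 0.63, 2.87, 1.33, 3.98 and 4.37 in PLA Ab ACLT libraries 1 to 5 and 1.02, 1.29, 1.72, 0.04 and 0.77 with GDF8 Ab. PLA Ab libraries 1 and 3 thus lay within the GDF8 Ab range, and libraries 2, 4 and 5 carried the difference. Of the 25 genes for collagen processing and matricellular proteins, again no independent evidence, Bgn alone fell (17 fell adjusted over the list alone; median -1.22, camera adjusted p = 0.0027, adjusted p = 0.736 with an estimated correlation). Without PLA Ab ACLT libraries 4 and 5 this list had a median of -0.322 and camera adjusted p = 0.33.

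Of 7 satellite cell and regeneration genes 4 fell (5 adjusted over the list alone; median -1.83, camera adjusted p = 0.0183, adjusted p = 0.615 with an estimated correlation), Myog among them at a log2 fold change of -2.54 ± 0.54 (adjusted p = 0.0354). Of 7 myofibroblast genes 3 fell (6 adjusted over the list alone, not independent evidence; median -0.84, camera adjusted p = 0.0191, adjusted p = 0.606 with an estimated correlation). Cytosolic ribosomal protein genes had a median of -0.35 with Rpl3 and Rpl10 as the 2 of 74 that fell (19 adjusted over the list alone, not independent evidence, camera adjusted p = 6.39e-06, adjusted p = 0.736 with an estimated correlation). The study's pathway analysis had translation in the other direction here, higher with its antibody, though not significantly. Tmsb10, a thymosin that binds actin, fell from 213 ± 214 to 25.6 ± 10.7 CPM (log2 fold change -2.48 ± 0.49, adjusted p = 0.0289) in 5 of 5 libraries.

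Branched-chain amino acid catabolism rose with GDF8 Ab in 4 of 21 members (10 adjusted over the list alone, not independent evidence), and all 21 members had positive fold changes. The median was 0.26, or 0.40 above that of all tested genes (camera adjusted p = 1.15e-15, adjusted p = 0.552 with an estimated correlation). Ivd, which oxidises isovaleryl-CoA from leucine, Dbt, a subunit of the branched-chain keto acid dehydrogenase, and Pccb, of propionyl-CoA carboxylase, had log2 fold changes of 0.60 ± 0.15, 0.60 ± 0.16 and 0.31 ± 0.08 (adjusted p between 0.0421 and 0.0445), with 3, 3 and 5 of 5 libraries above every PLA Ab library. Oxct1, of ketone body use, Aldh4a1, of proline breakdown, and Tmtc1 rose by log2 fold changes of 0.65, 0.57 and 0.57 (adjusted p between 0.0354 and 0.0477, but 0.0514 for Oxct1 with the mouse as a random block). Some of these differences were also seen in the control limb, where no gene was called. There Aldh4a1 ran from 149 to 168 CPM with GDF8 Ab and from 117 to 140 CPM with PLA Ab. Dbt ran from 36.3 to 49.9 and from 28.8 to 35.9 CPM. The ranges of Ivd, Pccb, Oxct1 and Tmtc1 overlapped there. The respiratory chain, tricarboxylic acid cycle, fast fibre, fatty acid oxidation, slow fibre and glycolysis lists had medians of 0.23, 0.25, 0.30, 0.25, 0.23 and 0.15 and 0 members called, with camera adjusted p from 8.15e-26 for the respiratory chain to 0.0085 for the slow fibre genes. With an estimated correlation the smallest of these was adjusted p = 0.555, for the fast fibre list. Without PLA Ab ACLT libraries 4 and 5 (chosen after seeing the data) the 6 medians were 0.02, 0.0403, 0.0966, 0.048, 0.655 and -0.0211, and the fatty acid and glycolysis lists no longer passed camera (adjusted p = 0.0784 and 0.907). The branched-chain median was then 0.111. With library weights the slow fibre and fatty acid medians were -1.13 and -0.14. Mitochondrial ribosomal protein genes had a median of 0.02 (camera adjusted p = 2.79e-06, adjusted p = 0.606 with an estimated correlation).

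Matrix proteases (median -0.84), TGF-beta targets (-0.89), progenitor markers (-0.25), immediate early genes (-0.30) and atrophy genes (-0.18) did not pass camera, and the last 3 change sign under another scaling. Homer2, Nr4a3 (a nuclear receptor of the exercise response), Mstn, Trim63 and Fbxo32 did not pass, with log2 fold changes of 0.85 ± 0.35, 0.85 ± 0.35, 0.28 ± 0.20, -0.15 ± 0.18 and 0.08 ± 0.26 and adjusted p = 0.096, 0.0834, 0.32, 0.547 and 0.836. The Nr4a3 values come from the lower filter of 1 CPM. Fos was at 64.5 ± 36.2 CPM with PLA Ab and 65.5 ± 62.1 CPM with GDF8 Ab (log2 fold change -0.33 ± 0.54, adjusted p = 0.681).

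In this comparison 30 genes rose and 502 fell (limma), 155 of them by 2-fold or more, and 2769 had an unadjusted p under 0.05. The median of all tested genes was -0.15 (0.08 with median-of-ratios factors, where 383 rose and 316 fell, with the collagen median at -1.49). The count was 1 without PLA Ab ACLT library 4, 18 without library 5, 2 without both (chosen after seeing the data), 2810 without library 1 and 2211 without library 3, and it was 6, 15, 2 and 2 without GDF8 Ab ACLT libraries 1, 2, 4 and 5. With the mouse as a random block it was 237, and a fit of these 2 groups alone called 0 genes. This comparison shares the PLA Ab ACLT libraries with the one before, so the 417 genes higher after ACLT with PLA Ab and lower with GDF8 Ab are not 2 independent observations.

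**Figure D2:**
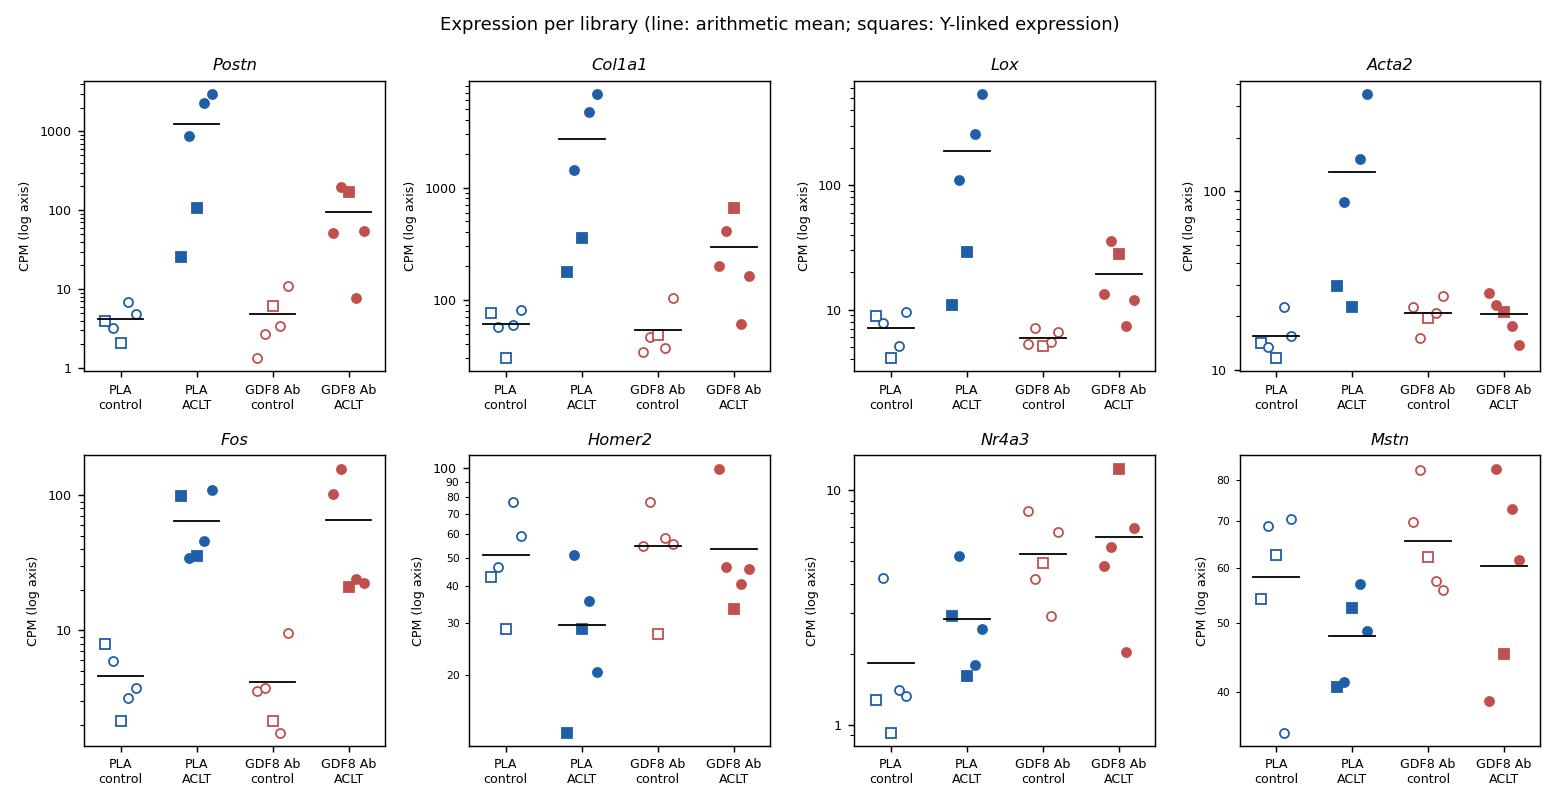
CPM on a log axis of Postn, Col1a1, Lox, Acta2, Fos, Homer2, Nr4a3 and Mstn in each of the 20 libraries by group, with a line at the arithmetic mean (n = 5). Postn averages 1253 CPM in PLA Ab ACLT and 95.8 CPM in GDF8 Ab ACLT libraries, and Fos averages 64.5 and 65.5 CPM.

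The comparison of ACLT with control limbs under GDF8 Ab asks what the injury changes while GDF8 is blocked. Of all tested genes 2 rose, both immediate early genes. Fos rose from 4.16 ± 3.17 to 65.5 ± 62.1 CPM (n = 5, log2 fold change 3.34 ± 0.54, adjusted p = 0.0275) and Fosb, its relative, from 0.959 ± 1.13 to 28.5 ± 31.4 CPM (log2 fold change 3.40 ± 0.56, adjusted p = 0.0275), each in 5 of 5 libraries. Postn, at 4.90 ± 3.81 CPM in control and 95.8 ± 81.8 CPM in ACLT limbs, did not pass (log2 fold change 3.60 ± 1.04, adjusted p = 0.9999), nor did Col1a1 (2.14 ± 0.80), Col3a1 (1.83 ± 0.66), Lox (1.35 ± 0.71) or Acta2 (-0.02 ± 0.50), all with adjusted p = 0.9999. Postn, Col1a1, Col3a1 and Lox were nonetheless higher in the ACLT limb of every same-numbered pair, while Acta2 went either way. Postn ran from 7.65 against 3.38 CPM in number 4 to 196 against 2.74 CPM in number 2.

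As lists, several groups still lay higher after ACLT under GDF8 Ab. Immediate early genes had a median of 0.94 with 2 of 11 members called (5 adjusted over the list alone, not independent evidence; camera adjusted p = 1.79e-15, adjusted p = 0.195 with an estimated correlation), and this was the only list that passed fry here (adjusted p = 0.0307). Macrophage markers had a median of 1.35 with 0 of 10 members called over all genes and 8 adjusted over the list alone (camera adjusted p = 1.27e-18, adjusted p = 0.311 with an estimated correlation). Their scores did not overlap between the limbs (1.17 ± 0.54 against -0.08 ± 0.26, n = 5, two-sided exact permutation p = 0.00794, adjusted p = 0.0822). This permutation ignores the pairing of limbs, and the 16 splits that part the limbs of every mouse allow no share under 0.0625. The medians were 0.82 for collagens, 0.88 for collagen processing and matricellular proteins, 0.73 for proteases, 0.53 for progenitor markers and 0.41 for TGF-beta targets, with 0 members called. With an estimated correlation adjusted p was 0.552 or more for these 5. The respiratory chain and branched-chain amino acid lists had medians of -0.01 and -0.07 (camera adjusted p = 0.00035 and 6.39e-06, adjusted p = 0.77 and 0.606 with an estimated correlation). Among markers of other cells and tissues, camera called the tendon list higher on 2 tested members (median 1.08, adjusted p = 0.0108) and the adipocyte and endothelial lists lower (medians -0.44 and -0.24, adjusted p = 1.62e-05 and 3.53e-08). With an estimated correlation their adjusted p = 0.575, 0.575 and 0.552. The mitochondrial ribosomal list was called lower by camera (adjusted p = 0.037, adjusted p = 0.77 with an estimated correlation) although its median of 0.00 and mean of 0.01 are not below 0, and the median changes sign under another scaling.

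The fit gives each gene a single spread for all 4 groups. The PLA Ab ACLT libraries widen it, with the largest SD of the 4 groups for 5211 of 7937 genes. For these genes the shared spread is narrower than that group's own, which favours calls in comparisons that hold the group. In the simulation with each group's own spread, 80 of 270 calls were false for ACLT with PLA Ab, against 9 of 201 with GDF8 Ab. An unadjusted p under 0.05 was reached by 144 genes here, where chance gives 396.8, and by 595 in a fit of these 2 groups alone. Such a fit with PLA Ab gave 1975. The numbers of calls, 2 and 1603, therefore do not measure how far the responses differ, which the interaction tests. The 2 calls were lost without GDF8 Ab control library 1, 2, 3 or 4 or GDF8 Ab ACLT library 1 or 2, and in a fit of these 2 groups alone, where 0 genes were called. They were also lost with the mouse as a fixed block (0 genes, adjusted p = 0.1 for Fos and 0.192 for Fosb), while a random block called 5. Across tested genes the log2 fold changes of both injury comparisons correlated at r = 0.751, although genes are not independent replicates, and 1408 of the 1603 genes called with PLA Ab had the same sign with GDF8 Ab. Among the 1471 genes that rose with PLA Ab, the median log2 fold change was 0.71 with PLA Ab and 0.14 with GDF8 Ab, a selection that favours the larger PLA Ab value. Genes called in both numbered 2, against 0.371 for independent lists.

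The interaction tests whether the response to ACLT differed between the antibodies. No gene passed it (limma, 0 of 7937, smallest adjusted p = 0.403), and 940 genes had an unadjusted p under 0.05. It called 552 genes with library weights, and 1329 (76 higher and 1253 lower) with only the libraries without Y-linked expression, a setting chosen after seeing the data. The weights favour PLA Ab ACLT library 2 (3.19, the others of its group at most 0.491). The second setting keeps only libraries 2, 4 and 5 of that group, which stood farthest out on the first principal component. Acta2 had an interaction of -2.35 ± 0.70 on the log2 scale (SE, adjusted p = 0.403), Postn -2.89 ± 1.47 (adjusted p = 0.43), Col1a1 -2.26 ± 1.13 (adjusted p = 0.427), Lox -2.17 ± 1.01 (adjusted p = 0.409), Col3a1 -1.91 ± 0.93 (adjusted p = 0.425) and Homer2 0.75 ± 0.49 (adjusted p = 0.517). As lists, the macrophage markers (median -1.77, camera adjusted p = 3.53e-08, adjusted p = 0.575 with an estimated correlation), collagens (-1.84, camera adjusted p = 3.57e-07, adjusted p = 0.606 with an estimated correlation) and satellite cell and regeneration genes (-2.06, camera adjusted p = 0.000192, adjusted p = 0.575 with an estimated correlation) had a smaller response under GDF8 Ab. The differences between same-numbered limbs in the score of satellite cell and regeneration genes did not overlap between the antibodies (0.56 ± 0.35 with GDF8 Ab, 2.48 ± 1.12 with PLA Ab, n = 5, two-sided exact permutation p = 0.00794, adjusted p = 0.0822). The differences in the myofibroblast score did not overlap either (-0.04 ± 0.32 and 0.92 ± 0.51, same p). No score passed adjustment over the 145 score tests, and fry, which tests the lists against no change, called 0 lists in the interaction.

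**Figure D3:**
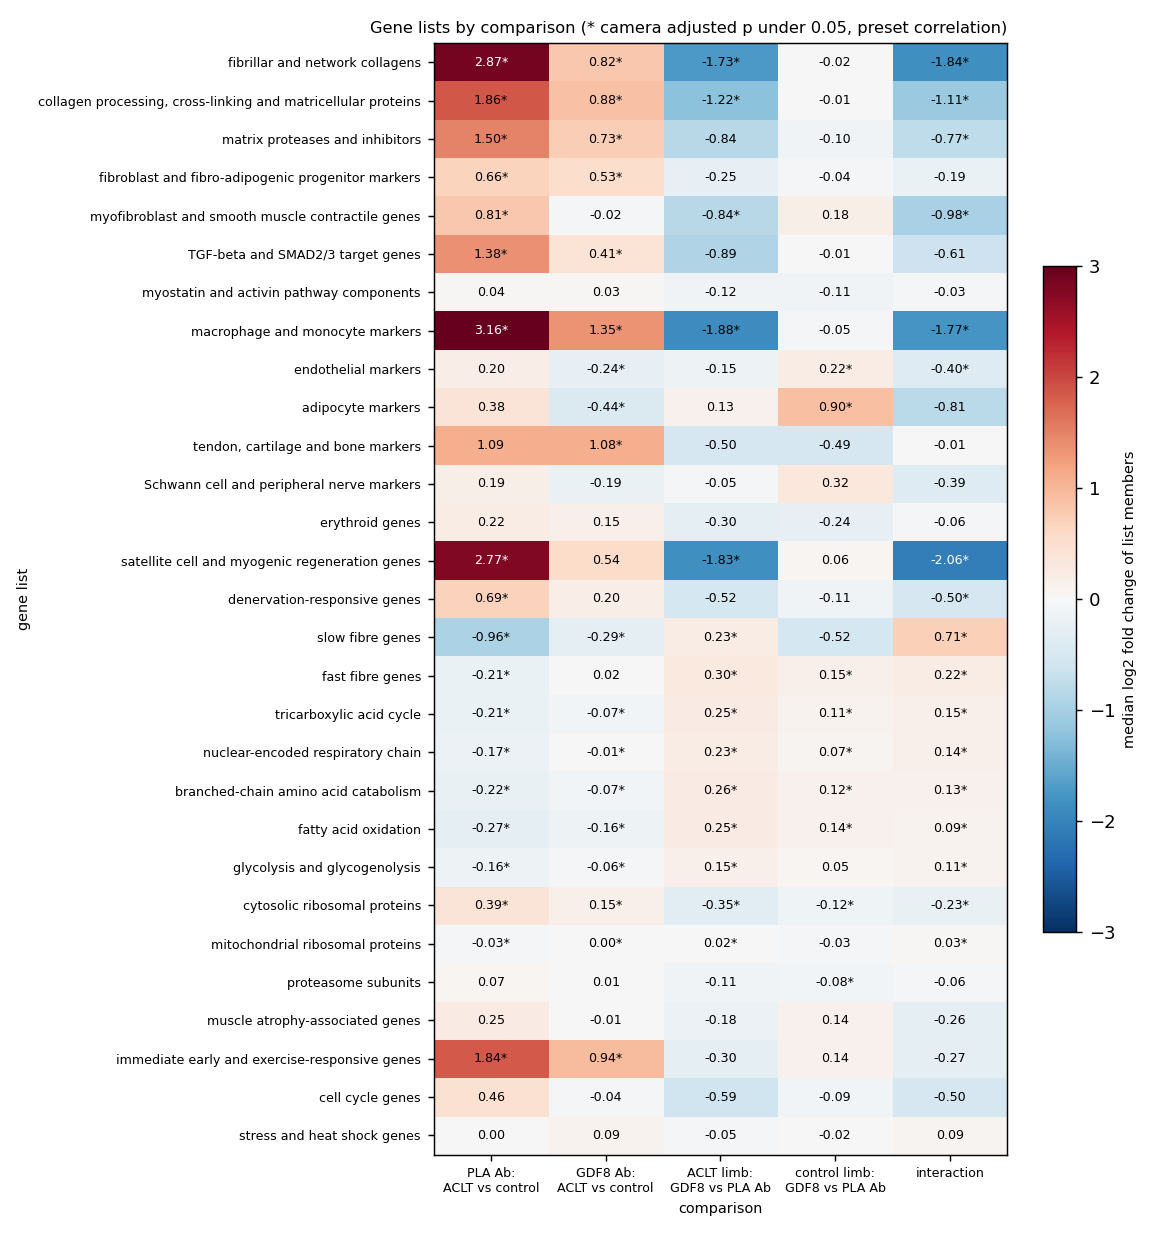
Median log2 fold change of the tested members of each gene list (color, vertical axis lists) in the 5 comparisons (horizontal axis), with an asterisk at a camera adjusted p under 0.05 at the preset correlation, none of which holds with an estimated correlation. Of the 145 medians, 30 change sign under another scaling, none of them larger in size than 0.295.

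In the control limb, the comparison of GDF8 Ab with PLA Ab asks what the antibody does to non-injured muscle. No single gene was called, and the adipocyte list passed camera at the preset correlation (adjusted p = 5.62e-07) but not with an estimated correlation (adjusted p = 0.575) or by its library scores (permutation p = 0.167). Adipoq, which encodes the fat hormone adiponectin, was at 11.5 ± 10.8 CPM with PLA Ab and 20.6 ± 16.1 CPM with GDF8 Ab (n = 5, log2 fold change 0.84 ± 0.57, adjusted p = 0.805), and 2 of 5 GDF8 Ab libraries exceeded every PLA Ab library. Nr4a3 was at 1.83 ± 1.35 and 5.35 ± 2.06 CPM (log2 fold change 1.21 ± 0.35, adjusted p = 0.48 at the lower filter of 1 CPM, 3 of 5 libraries above). Mstn, Acta2 and Fbxo32 had log2 fold changes of 0.20 ± 0.20, 0.41 ± 0.50 and 0.19 ± 0.26 (adjusted p = 0.918, 0.952 and 0.968), and Postn was at 0.03 ± 1.04 (adjusted p = 0.998).

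All 8 adipocyte markers had positive fold changes with a median of 0.90 and 0 members called, also adjusted over the list alone (camera adjusted p = 5.62e-07, adjusted p = 0.575 with an estimated correlation). Their library scores overlapped widely (0.96 ± 0.95 against 0.00 ± 0.99, n = 5, two-sided exact permutation p = 0.167). Endothelial markers had a median of 0.22 (camera adjusted p = 6.44e-05, adjusted p = 0.575 with an estimated correlation). Of the lists chosen from the study text, which are not independent evidence, the tricarboxylic acid cycle had a median of 0.11, the respiratory chain 0.07, branched-chain amino acid catabolism 0.12 and fatty acid oxidation 0.14, with 0 members called and camera adjusted p = 1.33e-05, 2.8e-08, 7.92e-08 and 5e-05 (adjusted p = 0.606, 0.667, 0.603 and 0.615 with an estimated correlation). Fast fibre genes had a median of 0.15 (camera adjusted p = 0.0013, adjusted p = 0.606 with an estimated correlation). Cytosolic ribosomal and proteasome genes had medians of -0.12 and -0.08 (camera adjusted p = 0.0278 and 0.024, adjusted p = 0.896 and 0.77 with an estimated correlation). TGF-beta and SMAD2/3 targets had a median of -0.01 and did not pass (adjusted p = 0.692), and that median changes sign under another scaling.

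limma called 0 of 7937 genes in this comparison, with a smallest adjusted p of 0.154 and 630 genes at an unadjusted p under 0.05. No count tool was run. Without PLA Ab control library 3 the count was 1, and with library weights it was 64.

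The named genes lie at the following places in the deposited annotation, which gives the span of each protein-coding gene and whose build the labels leave open between mm10 and mm39. Postn (ENSMUSG00000027750) spans 54268530 to 54298458 on chromosome 3, and Mlf1 (ENSMUSG00000048416) 67281430 to 67307336 on the same chromosome. Col1a1 (ENSMUSG00000001506) spans 94827050 to 94843868 and Myh3 (ENSMUSG00000020908) 66969126 to 66993117 on chromosome 11. Gpnmb (ENSMUSG00000029816) spans 49013480 to 49047863 on chromosome 6, Lox (ENSMUSG00000024529) 52649139 to 52662939 on chromosome 18, and Acta2 (ENSMUSG00000035783) 34218490 to 34232990 on chromosome 19. Fos (ENSMUSG00000021250) spans 85520664 to 85524047 on chromosome 12, and Mstn (ENSMUSG00000026100) 53100799 to 53107238 on chromosome 1.

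**Figure D4:**
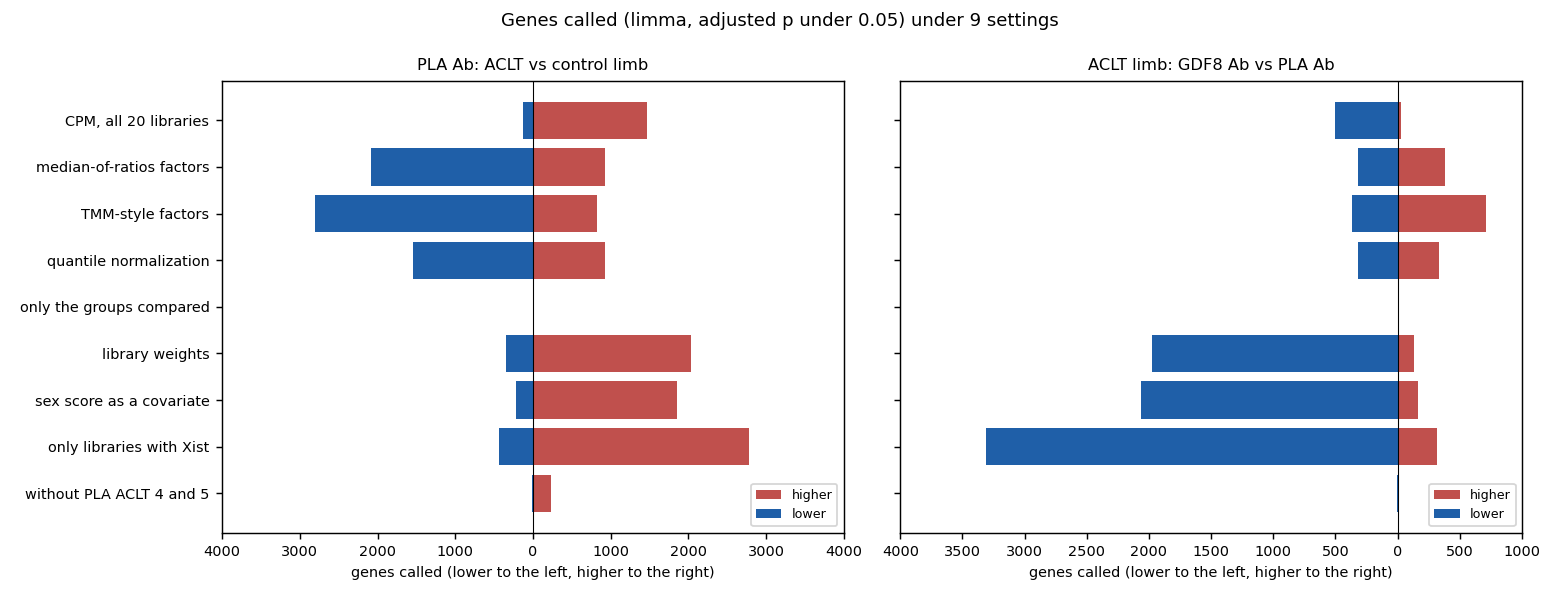
Number of genes called higher and lower (horizontal axis, genes) under 9 settings of the fit (vertical axis), for ACLT against control with PLA Ab and for GDF8 Ab against PLA Ab in the ACLT limb. The settings as reported call 1471 higher and 132 lower, and 30 higher and 502 lower.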

Values the study reported

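The study reported RNA-seq of quadriceps at 1 week after ACLT with n = 5 mice in each group. It gave both antibodies at 10 mg/kg. It reported that quadriceps GDF8 was elevated by 280% with ACLT, and that sham surgery raised it by 25%. Using DESeq2, it reported that ACLT raised Postn and Lox and that GDF8 Ab mitigated both rises. It reported Homer2 as lower after ACLT and greater with GDF8 Ab, and Nr4a3 as higher with GDF8 Ab in both limbs. DESeq2 is a different test from limma on CPM, so a gene can pass in only 1 of them.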

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

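The comparisons by sex-linked expression, both tests of scaling and the splits that part the limbs of every mouse were chosen after the results were seen, while the tendon list, the share of the most abundant genes and the other splits drawn at random were planned.

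The first pattern is that matrix and macrophage genes were lower with GDF8 Ab in the ACLT limb. Its size rests largely on PLA Ab ACLT libraries 4 and 5. Their collagen scores were 3.98 and 4.37, against 0.63, 2.87 and 1.33 in libraries 1 to 3 and 0.04 to 1.72 with GDF8 Ab. Their macrophage scores were 3.95 and 4.71, against 1.94, 2.83 and 2.33 and 0.35 to 1.70. Libraries 2, 4 and 5 are also the only PLA Ab ACLT libraries without Y-linked expression. An unequal number of male and female mice as the whole cause is argued against, because among the 7 ACLT libraries with Xist and without Y-linked expression the collagen median was -3.04 (SD of members 1.21) and the macrophage median -2.8 (SD 0.831), with 17 of 17 and 10 of 10 members lower, although in the 3 with Y-linked expression the collagen score was 1.72 with GDF8 Ab against 0.63 and 1.33 with PLA Ab (macrophage score 1.70 against 1.94 and 2.33). Tendon or joint tissue in the PLA Ab samples was examined with the 9 tendon, cartilage and bone genes above 1 CPM. Their median after ACLT was 0.977 (SD 0.862), where the collagens stood at 2.87. Thbs4, Col11a1 and Sox9 rose, while Tnmd, Scx, Mkx, Chad, Comp and Kera did not pass the test. However, the score of the 2 members tested at 10 CPM was 1.85, 2.17 and 2.38 in PLA Ab ACLT libraries 2, 4 and 5. It was -0.92 and -0.03 in libraries 1 and 3. The rise thus lay in the libraries with the highest collagen scores, and its smaller size cannot exclude such tissue. Scaling every library to the same total is argued against by a collagen median of -1.49 (SD 0.697) and a macrophage median of -1.65 (SD 0.688) under median-of-ratios factors. A weaker matrix and macrophage response under the antibody may be the cause as a hypothesis, but how hard each limb was injured was not measured. The interaction called 0 genes in all libraries, 552 with library weights and 1329 in the libraries with Xist. Those weights favour PLA Ab ACLT library 2 (3.19, the others of its group at most 0.491). The libraries with Xist hold only libraries 2, 4 and 5 of that group.

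The second pattern is that most called genes were higher after ACLT with PLA Ab. Scaling every library to the same total is a candidate explanation for that balance, since under median-of-ratios factors 30.9% of the called genes were higher, against 91.8% as reported. The share of reads in the 100 most abundant genes goes the same way, with a change of -5.84 percentage points between 51.7 ± 1.36% in control and 45.8 ± 6.90% in ACLT libraries (SD, n = 5). Both describe a single effect, because a smaller share for the most abundant genes raises all others when values are scaled to a fixed total. The rise of the collagens does not rest on it, with 17 of 17 higher and a median of 2.87 against 0.12 for all tested genes.

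Splits of the 10 libraries of a comparison into other groups of 5 were used to see whether chance can be excluded. For ACLT with PLA Ab, 5 of 100 splits, the real one included, called as many as the real 1603 genes, and the highest other split called 2326, so chance is not excluded for the count. The rule written before the test asked for 5 other splits and left out the real one, which belongs in the share, and with it the share lies at the limit of 0.05 itself. All 4 of the other splits kept PLA Ab ACLT libraries 2, 4 and 5 together, which points to a structure of the samples that those libraries share. For the ACLT limb, 4 of 100 splits called at least the real 532 genes, the highest other 2131. That share lies under 0.05 by a margin of 1 split, among 100 drawn of 126 possible. This is too narrow to settle whether chance is excluded, and the 3 others also kept those libraries together. For ACLT with GDF8 Ab, 1 of 100 splits, the real one, called 2 genes and the highest other called 1. These counts are small and the splits ignore the mouse, so they do not settle whether chance is excluded. Of the 16 splits that part the 2 limbs of every mouse, the highest other called 0 genes against the real 2 with GDF8 Ab and 1401 against the real 1603 with PLA Ab, and 16 are too few for a share under 0.05. With the mouse as a fixed block the real split with GDF8 Ab called 0 genes as well. In the control limb and for the interaction the real count was 0, which any split reaches, so the splits show nothing about chance there (highest other 1 in each).

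Single libraries lay far from the other 4 of their group in 14 of 332 groups of values, where chance alone gives about 1 in 20, or 16.6. In PLA Ab control library 3, log2(CPM + 1) was low for C1qtnf3 at 0.68 (others 1.10 to 1.24), Cd68 at 0.68 (others 1.45 to 1.5) and Rpl3 at 4.95 (others 5.50 to 5.72), and the collagen score was low at -0.61 (others 0.03 to 0.24). Nr4a3 was high in PLA Ab control library 2 at 2.39 (others 0.94 to 1.27), and Aldh4a1 was low in PLA Ab control library 1 at 6.88 (others 7.07 to 7.14). GDF8 Ab control library 5 was high for Fosb at 1.99 (others 0.40 to 0.69), for the collagen score at 0.51 (others -0.16 to -0.06) and for the Schwann cell score at 1.03 (others 0.03 to 0.07). GDF8 Ab ACLT library 2 was high for Myog at 4.27 (others 2.37 to 2.7) and for the satellite cell score at 1.5 (others 0.60 to 0.72). Tmtc1 was low in GDF8 Ab ACLT library 1 at 7.29 (others 7.62 to 7.73). Mymk was high in GDF8 Ab control library 3 at 0.24 (others 0.00 to 0.07), next to the floor of 3 reads, and the denervation score was high in GDF8 Ab control library 2 at 0.46 (others -0.34 to -0.13).

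In the interaction 17 lists differed from the other tested genes by camera at the preset correlation and 0 with an estimated correlation, and fry, which tests against no change, called 0. Against the other genes the response to ACLT was lower under GDF8 Ab, with interaction medians of -1.84 for collagens, -1.11 for collagen processing and matricellular proteins, -0.77 for matrix proteases, -0.98 for myofibroblast genes, -1.77 for macrophage markers, -0.40 for endothelial markers, -2.06 for satellite cell genes, -0.50 for denervation genes and -0.23 for cytosolic ribosomal proteins. It was higher with 0.71 for slow fibre genes, 0.22 for fast fibre genes, 0.15 for the tricarboxylic acid cycle, 0.14 for the respiratory chain, 0.13 for branched-chain amino acid catabolism, 0.0949 for fatty acid oxidation, 0.11 for glycolysis and 0.0322 for mitochondrial ribosomal proteins. The cytosolic ribosomal median changes sign under another scaling. With library weights the slow fibre, tricarboxylic acid cycle, respiratory chain, branched-chain, fatty acid and mitochondrial ribosomal medians turn to -0.73, -0.117, -0.122, -0.156, -0.268 and -0.0534. Without PLA Ab ACLT libraries 4 and 5 the fast fibre, tricarboxylic acid cycle, respiratory chain, branched-chain, fatty acid and glycolysis medians lie below 0, between -0.0894 and -0.000457, and the cytosolic ribosomal median is 0.0292, so no direction is claimed for these lists.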

How the results depend on the processing

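The filter at 1 CPM, the 14 libraries with Xist and without Y-linked expression, and leaving out PLA Ab ACLT libraries 4 and 5 together were chosen after seeing the data. Where a count moved, the cause was not tested, except that a wider or narrower filter changes how many genes are tested and a fit of fewer libraries has fewer degrees of freedom. Degrees of freedom are not the whole of it for a fit of only the groups compared. There, genes at an unadjusted p under 0.05 fell from 2919 to 1975 for ACLT with PLA Ab but rose from 144 to 595 with GDF8 Ab. edgeR and DESeq2 were not run because whole reads were not recovered from CPM. All 65 called results of named genes kept their sign in every alternative that tested them, and of 3097 alternative values for named genes 2745 stayed on their side of the threshold, 296 lost the call, 56 gained it and 0 reversed. For ACLT with PLA Ab 11 of 35 called genes passed in every alternative that tested them (Gpnmb, Cd68, Lyz2, Spp1, Ctss, Fos, Fosb, Mymk, Chrng, Mki67 and Top2a, of which Lyz2 alone reached the mean of 50 CPM), and for the ACLT limb 0 of 28 did. Of the 11, Gpnmb, Cd68 and Lyz2 came from the naming rule, and the others were chosen after the values were seen. After ACLT with PLA Ab, Postn, Col1a1 and Lox each lost the call in 1 alternative. At these depths the floor of 3 reads lies at 0.124 to 0.192 CPM, and the filter at 10 CPM leaves out most immune cell markers.

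For ACLT with PLA Ab (1603 genes) the count was 4837 with all genes above 0, 3987 at 1 CPM, 249 at a mean of 50 CPM, 3010 with median-of-ratios, 3623 with trimmed-mean and 2460 with quantile scaling, 16 with only the groups compared, 2534 and 2207 with the mouse as a random and a fixed block, 3214 with the Xist libraries and 243 without libraries 4 and 5. Leaving out each library in turn gave 613 (without PLA Ab ACLT 4) to 2878 (without PLA Ab ACLT 1), with 746 without ACLT 5, 2566 without ACLT 3 and 999 without control 3. For the ACLT limb (532) the count was 2913 with all genes above 0, 2474 at 1 CPM, 33 at a mean of 50 CPM, 1082 with trimmed-mean scaling, 0 with only the groups compared, 2113 with library weights, 237 with the mouse as a random block, 1052 with the bare number, which different mice share, as a fixed block, 2223 with the sex score as a covariate, 3622 with the Xist libraries and 2 without libraries 4 and 5. Leaving out each library gave 1 (without PLA Ab ACLT 4) to 2810 (without PLA Ab ACLT 1), with 18 and 2211 without PLA Ab ACLT 5 and 3, and 6, 15, 2 and 2 without GDF8 Ab ACLT 1, 2, 4 and 5.

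For ACLT with GDF8 Ab (2) the count was 0 with pseudocount 10, at a mean of 50 CPM, with only the groups compared, with the mouse as a fixed block and with the Xist libraries, 4 with median-of-ratios and with trimmed-mean scaling, 10 with library weights, 5 with the mouse as a random block and 5 without PLA Ab ACLT 4 and 5. The overlap of both injury comparisons (2) took the same values under these settings. Leaving out each library gave 0 to 3 for the count, with 0 without GDF8 Ab control 1, 2, 3 or 4 or GDF8 Ab ACLT 1 or 2, and 0 to 4 for the overlap, with 4 without PLA Ab ACLT 1 or 5. The control limb (0) gave 64 with library weights, 2 with the Xist libraries and 0 to 1 leaving out each library (1 without PLA Ab control 3). The interaction (0) gave 552 with library weights, 1329 with the Xist libraries and 0 leaving out each library. List tests called 77 of 145, 44 at a mean of 50 CPM, where fewer lists had members to test, 0 with an estimated correlation, 14 with fry and 68 to 82 leaving out each library. Of the 145 score tests 0 passed in every setting tried. The design nearly fixes this, because even tests at the smallest possible permutation p of 0.00794 had an adjusted p = 0.0822. The same outcome across settings is therefore no evidence that the scores did not change.

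For the lists, 3972 alternative values stayed on their side of the threshold, whether called or not, 320 lost the call, 110 gained it and 24 turned the direction of the test against the other genes, although the median itself did not always change sign. In the interaction the proteasome median was 0.14 with median-of-ratios, 0.19 with trimmed-mean scaling and 0.0487 with library weights. With quantile scaling, PLA Ab injury medians were -0.00105 for fast fibre and -0.0507 for glycolysis genes, the ACLT limb median for glycolysis was 0.0814, and interaction medians were 0.0380 for fast fibre and 0.00883 for glycolysis genes. With library weights, interaction medians were -0.73 for slow fibre, -0.12 for tricarboxylic acid cycle, -0.12 for respiratory chain, -0.16 for branched-chain and -0.27 for fatty acid genes. Without PLA Ab ACLT 4 and 5 the respiratory chain median with PLA Ab was 0.0397, and interaction medians were -0.0218 for fast fibre, -0.0569 for tricarboxylic acid cycle, -0.0739 for respiratory chain, -0.000457 for branched-chain, -0.0894 for fatty acid, -0.0533 for glycolysis and 0.0292 for cytosolic ribosomal genes. Leaving out each library, the cytosolic ribosomal median of the control limb ran from -0.195 to -0.0400 (the latter without PLA Ab control 2), and for ACLT with GDF8 Ab the erythroid median ran from -0.147 (without GDF8 Ab ACLT 2) to 0.320 and the slow fibre median from -1.12 to 0.425 (without GDF8 Ab ACLT 4). The block correlation was 0.253. Beside the calls given in the report, a block, which for comparisons of antibodies is the bare number where fixed, gained the call of Lox in the ACLT limb (adjusted p = 0.0463, fixed) and of lists by camera, which were the denervation genes (0.0407 random, 0.0262 fixed) and adipocyte markers (0.0384 fixed) in the ACLT limb, the satellite cell genes for ACLT with GDF8 Ab (0.0415 fixed), the atrophy genes in the control limb (0.043 fixed) and the TGF-beta targets in the interaction (0.0436 fixed), and it changed no other call of a named gene or list.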

Other observations

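The test of sex-linked expression and the filter of 1 CPM used here were chosen after the results were seen. At that filter, cell cycle genes were among the groups that moved most. A gene that is low elsewhere can reach 1 CPM in 5 libraries through the PLA Ab ACLT group alone. The filter then favours a rise there and a lower value with GDF8 Ab. Mki67, Top2a, Mymk and Chrng lay under 1 CPM in every control library and above it in all 5 PLA Ab ACLT libraries. Of 16 tested cell cycle genes, 15 rose after ACLT with PLA Ab (15 adjusted over the list alone; median log2 fold change 2.16, camera adjusted p = 5.44e-09, adjusted p = 0.533 with an estimated correlation) and 15 were lower with GDF8 Ab in the ACLT limb (16 adjusted over the list alone; median -2.00, camera adjusted p = 4.33e-10, adjusted p = 0.533 with an estimated correlation). Mki67, the proliferation marker, was at 0.326 ± 0.261 CPM in PLA Ab control, 33.5 ± 33.8 CPM in PLA Ab ACLT and 1.89 ± 1.28 CPM in GDF8 Ab ACLT limbs (SD, n = 5, limma adjusted p = 0.00021 and 0.00987), and Top2a, a topoisomerase of dividing cells, was at 0.204 ± 0.144, 24.7 ± 25.1 and 1.23 ± 0.61 CPM. Mymk, which drives the fusion of muscle precursors, was at 32.1 ± 30.3 CPM in PLA Ab ACLT and 1.15 ± 1.13 CPM in GDF8 Ab ACLT limbs, and next to the 3-read floor in the control limbs. Of 18 interferon response genes 16 rose after ACLT with PLA Ab (18 adjusted over the list alone; median 0.96, camera adjusted p = 2.18e-05, adjusted p = 0.582 with an estimated correlation), and 7 were lower with GDF8 Ab in the ACLT limb (11 adjusted over the list alone; median -0.56, camera adjusted p = 0.00696, adjusted p = 0.718 with an estimated correlation). The interaction called 0 genes at this filter too. Csf3r, the only neutrophil marker that reached the filter, had a log2 fold change of 1.82 after ACLT with PLA Ab (adjusted p = 0.0018), and Cd3e, the only lymphocyte marker, one of -0.01.

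Of 9 genes that respond to the loss of nerve input, 3 rose after ACLT with PLA Ab at the filter of 10 CPM (3 adjusted over the list alone; median 0.69, camera adjusted p = 0.0322, adjusted p = 0.606 with an estimated correlation), and Myog, a member of this list, also belongs to the satellite cell and regeneration list. Chrng, the fetal subunit of the acetylcholine receptor, did not reach that filter. It was at 22.3 ± 20.7 CPM in PLA Ab ACLT and 0.511 ± 0.400 CPM in GDF8 Ab ACLT limbs (n = 5, limma adjusted p = 0.00464 at the filter of 1 CPM). In the atrophy list, which was chosen from the study text and is not independent evidence, 5 of 18 genes rose after ACLT with PLA Ab (5 adjusted over the list alone, median 0.25, camera adjusted p = 0.721), and the median changes sign under another scaling. The members that rose were the metallothioneins Mt1 and Mt2, which bind metals, the lysosomal protease Ctsl, the translation repressor Eif4ebp1 and the cell cycle inhibitor Cdkn1a. Trim63 and Fbxo32, the ubiquitin ligases of the same list, did not pass the test in any of the 5 comparisons.

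A hypothesis is that the response to ACLT may differ between male and female mice, since the PLA Ab ACLT libraries without Y-linked expression had the higher collagen scores. In the ACLT limbs, the mean collagen score without Y-linked expression minus that with it was 2.76 under PLA Ab and -0.935 under GDF8 Ab. A two-sided exact permutation within each arm over 50 arrangements gave p = 0.22, and only 1 library per GDF8 Ab group had Y-linked expression. With PLA Ab alone the smallest p the design allows is 0.1, so a difference between the sexes cannot be told apart from a difference between single mice.

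The elevation of quadriceps GDF8 quoted from the study above is a protein measurement, whereas the libraries hold only the transcript. Mstn was at 58.2 ± 14.5 CPM in control and 48.0 ± 7.08 CPM in ACLT limbs with PLA Ab (n = 5, log2 fold change -0.24 ± 0.20), which is a different measure and is not set against the quoted value.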
